A study of Mus musculus with 18 samples. Its data were reported in "SGLT2 inhibitor upregulates myocardial genes for oxidative phosphorylation and fatty acid metabolism in Gαq-mice" (2025).

How the data were processed

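RNA sequencing was done on left ventricle from wild-type (WT) mice and from mice that overexpress Gαq, the alpha subunit of a G protein encoded by Gnaq, in the heart. Mice of both genotypes received a control diet (CD) or chow with 0.5 mg ertugliflozin (ERTU), an inhibitor of the glucose transporter SGLT2, per g. Treatment lasted 16 weeks from the age of 4 weeks. There were 18 libraries: 4 WT CD, 5 WT ERTU, 5 Gαq CD and 4 Gαq ERTU. Libraries are named here by their group and the number that the tables give them. These numbers run across the whole series and were not linked to the within-group numbers of the labels.

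The deposited count table holds raw read-pair counts per Ensembl gene, which the authors made by aligning reads of poly(A)-selected libraries to a mouse genome build with STAR and counting uniquely aligned pairs over nuclear-encoded genes with featureCounts. The second deposited table holds log2-like values, which the authors made with the variance-stabilizing transformation of DESeq2. Recomputing that transformation from the counts, blind to the groups, gave values that differed from the deposited ones by at most 5.2e-11 over 55450 genes. Of the gene IDs, 55190 (99.5%) matched the GENCODE M21 annotation of build GRCm38, from which symbols and positions were taken.

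Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 4 groups, which left 16270 genes. The genes left out held 0.0906% of the counts. Scaling was by TMM. Quasi-likelihood F tests gave 7 comparisons. Genotype (Gαq against WT) and diet (ERTU against CD) came from a model with both factors. ERTU in WT, ERTU in Gαq, Gαq on CD, Gαq on ERTU and the interaction came from a model with 1 mean per group. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Values per library are counts scaled to the library total (CPM) with TMM factors, and log2 CPM used a prior count of 2.

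The hand-written gene lists and the panel of 20 genes of remodelling, metabolism and glucose or sodium transport were fixed before the data were examined, as were the comparisons, the tests and the alternatives. The 11 lists cover oxidative phosphorylation (OXPHOS), fatty acid oxidation (FAO), the TCA cycle, the mitochondrial ribosome, glycolysis, targets of the receptor PPARA, ketone metabolism, hypertrophy, fibrosis, antioxidant defence and the cytosolic ribosome. They were tested by pre-ranked enrichment (fgsea 1.28.0, 10000 gene permutations) on the signed square root of F, adjusted over 77 tests. Gene permutation treats the genes of a list as independent. Each list was therefore also given a score per library, the mean log2 CPM of its genes, and groups were compared by a 2-sided exact permutation test over the 126 splits of 4 against 5 libraries, whose smallest p is 0.0159. The effect of diet on a score over both genotypes was tested with diet labels permuted within genotype over 15876 joint splits. Further lists of marker genes for cell types and tissues, clock genes and immediate early genes were compared in the same exact way.

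The rule for naming genes was written before the data were examined. Named genes are those of the panel, up to 3 genes per comparison with the largest rise and up to 3 with the largest fall among genes past the threshold with mean log2 CPM of at least 1 and no overlap between the groups, and up to 3 genes each of the OXPHOS and FAO lists with the smallest adjusted p by diet.

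The steps were tested on simulated data. Of 200 genes changed in a simulated ERTU in Gαq comparison, 177 (88.5%) were called, with 7 false calls. These genes were changed at least 2-fold, so the share called does not apply to smaller changes. With no change simulated, 0 genes were called. A list of 40 genes shifted together gave a normalized enrichment score of 2.88, and an unshifted list gave 0.782. The simulated genes varied independently, so this does not measure false enrichment of lists whose genes vary together.

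The alternatives were median-of-ratios size factors, no filter on low counts, a filter at a mean CPM of 1, the Wald test of DESeq2 1.42.0, limma 3.58.1 voom with sample quality weights, fits of only the groups compared, a 4-group model, rotation (fry) and camera tests of the lists, Reactome sets, the deposited transformed values, medians in place of means, and fits that each left out 1 library. Other splits of the libraries were counted with 100 splits per comparison, the real one included. No sample was left out. Intervals from counting error were not used, since the spread between replicate libraries was measured directly.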

Results

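The expression of nuclear-encoded genes was measured in left ventricle of 18 mice in 4 groups, WT CD (n = 4), WT ERTU (n = 5), Gαq CD (n = 5) and Gαq ERTU (n = 4). Total counts per library ran from 15383566 to 18523083 in WT CD, from 16075634 to 18834963 in WT ERTU, from 16408011 to 20908363 in Gαq CD and from 16481268 to 20647195 in Gαq ERTU. Depth differed most for Gαq on CD, by less than the spread between libraries (exact permutation p = 0.222). Pearson correlations of log2 CPM between libraries of a group ran from 0.971 to 0.988. Xist reached at most 0.486 CPM in any library, and Ddx3y was at least 86.3 CPM in each. The labels and tables gave no sequencing batch.

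**Figure D1:**
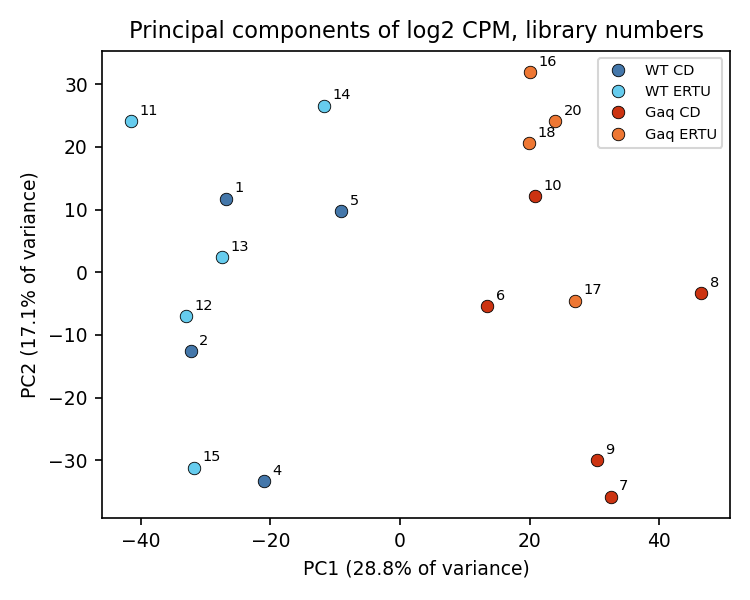
Principal components of log2 CPM, with PC1 (28.8% of the variance) on the x axis and PC2 (17.1%) on the y axis and 1 point per library. The 9 WT libraries lie below 0 on PC1 and the 9 Gαq libraries above 0, while the libraries on CD and ERTU overlap on both axes.

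Gnaq (ENSMUSG00000024639, chromosome 19, 16132831 to 16387463) was measured as a check of the transgene. It stood at 118 ± 70.5 CPM (SD, n = 4) in WT CD, 111 ± 75.1 CPM (SD, n = 5) in WT ERTU, 7465 ± 3814 CPM (SD, n = 5) in Gαq CD and 3213 ± 1370 CPM (SD, n = 4) in Gαq ERTU. The mean log2 CPM was higher in Gαq by 5.94 on CD (61.4-fold, exact permutation p = 0.0159, the smallest possible) and by 5.01 on ERTU (32.3-fold, exact permutation p = 0.0159). Within Gαq hearts it was 2.06-fold lower on ERTU than on CD, a difference within the spread between libraries (exact permutation p = 0.143). Reads of the transgene and of the endogenous gene were not separated.

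**Figure D2:**
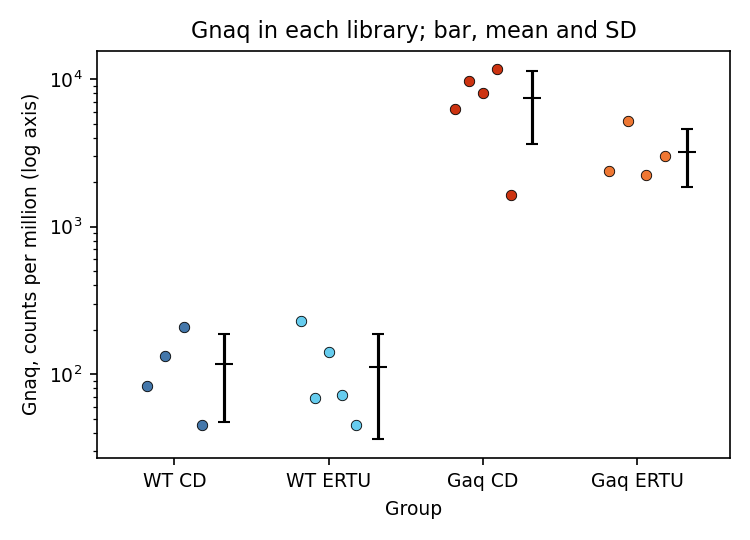
Gnaq in CPM on a log axis, 1 point per library, with the mean and SD of each group. WT libraries reach at most 230 CPM and Gαq libraries are at least 1639 CPM.

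The comparison of genotypes asked which genes changed with Gαq overexpression. With diet in the model, 3196 of 16270 genes had an adjusted p under 0.05, 1582 higher and 1614 lower in Gαq. The median absolute log2 change among them was 0.47. The alternative that moved this count most was voom with sample quality weights, which gave 3910 genes. On CD alone 1318 genes differed, 651 higher and 667 lower, and on ERTU alone 1330 genes differed, 640 higher and 690 lower. Both comparisons called 848 genes, and each of the 848 had the same direction in both. The count on CD fell to 788 without WT CD library 1.

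The genes with the largest rise by genotype were Gnaq (log2 fold change 5.42 ± 0.45, SE), Nppa (ENSMUSG00000041616, chromosome 4, 5.03 ± 0.26, adjusted p = 4.52e-11) and Rxfp1 (ENSMUSG00000034009, chromosome 3, 4.62 ± 0.21, adjusted p = 1.96e-11). Nppa was 410 ± 124 CPM (SD, n = 4) in WT CD and 13808 ± 3267 CPM (SD, n = 5) in Gαq CD. Among the largest falls were those of the long noncoding RNA Gm29040 (ENSMUSG00000099576, chromosome 1, log2 fold change -2.69 ± 0.21) and Cyp2b10 (ENSMUSG00000030483, chromosome 7, -2.64 ± 0.33). These genes also led the comparison on CD. On ERTU alone, Rtn4r (ENSMUSG00000043811, chromosome 16) took the place of Cyp2b10, with a log2 fold change of -3.16 ± 0.88 and an adjusted p of 0.0297. Its level in WT ERTU, 6.22 ± 8.22 CPM (SD, n = 5), was highest in library 15, without which the log2 fold change was -1.91 and the adjusted p 0.129. It was also not called without Gαq ERTU library 16, 18 or 20 (adjusted p from 0.0647 to 0.0969).

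Of the 20 panel genes, 19 could be tested. By genotype, 14 were called over all genes and 17 adjusted over the list alone. On CD the numbers were 8 and 12, and on ERTU 6 and 11. Among remodelling genes, Myh7 rose by 1.72 ± 0.19 (log2, SE), Nppb by 2.09 ± 0.18, Acta1 by 1.12 ± 0.32 and Col1a1 by 0.87 ± 0.19, while Myh6 changed by -0.46 ± 0.13 and Atp2a2 by -0.97 ± 0.11. Among metabolic genes, Bdh1 changed by -1.85 ± 0.19, Ucp3 by -1.47 ± 0.46, Pank1 by -0.67 ± 0.16, Ppargc1a by -0.37 ± 0.11 and Esrra by -0.25 ± 0.06. Ucp3 was not called without WT CD library 1 or 2 (adjusted p = 0.0532 and 0.0558). Ppargc1a was not called without WT CD library 1 or Gαq ERTU library 20 (adjusted p = 0.0723 and 0.0565). Postn, Ppara and Pdk4 were called only over the list alone. Slc5a2, which encodes SGLT2, averaged from 0.0216 to 0.202 CPM by group and was too low to test.

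The comparison of diets asked which genes changed with ERTU. With genotype in the model, 0 genes had an adjusted p under 0.05, while 1252 had an unadjusted p under 0.05 against 813.5 that chance would give. The Wald test of DESeq2 called 2 genes. ERTU in WT gave 0 genes (365 at an unadjusted p under 0.05). ERTU in Gαq gave 1 gene (1240 at an unadjusted p under 0.05), Themis2 (ENSMUSG00000037731, chromosome 4), with a log2 fold change of -0.77 ± 0.12 (SE) and an adjusted p of 0.0459. Themis2 was 6.95 ± 0.606 CPM (SD, n = 5) in Gαq CD and 4.08 ± 0.3203 CPM (SD, n = 4) in Gαq ERTU. Each of the 18 fits that left out 1 library gave 0 genes for ERTU in Gαq. The interaction, which asks whether the effect of ERTU differed between genotypes, gave 0 genes (313 at an unadjusted p under 0.05). No panel gene was called by diet, by ERTU in WT, by ERTU in Gαq or by the interaction, over all genes or adjusted over the list alone.

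The enrichment tests asked whether genes of energy metabolism moved together. By genotype, the OXPHOS list (82 genes tested) had a normalized enrichment score (NES) of -2.84 and the FAO list (32 genes) -2.76, both with an adjusted p of 0.000503. Of the OXPHOS genes 41 were called, 0 of them higher, and of the FAO genes 26, 0 of them higher. The median log2 change was -0.25 for OXPHOS and -0.57 for FAO. By diet, the NES was 2.98 for OXPHOS and 2.83 for FAO (adjusted p = 0.000503 for each). The changes were small, with a median log2 change of 0.09 for OXPHOS, where 79 of 82 genes were higher, and 0.17 for FAO, where all 32 were higher. No gene of either list was called by diet alone, including those with the smallest p, Ndufb8 (0.17 ± 0.07), Cox4i1 (0.16 ± 0.08) and Ndufs4 (0.15 ± 0.07) of OXPHOS and Ehhadh (0.48 ± 0.17), Acad11 (0.19 ± 0.08) and Eci1 (0.25 ± 0.10) of FAO, each with an adjusted p of at least 0.639.

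In WT hearts, ERTU gave an NES of 3.04 for OXPHOS and 2.46 for FAO, and in Gαq hearts 2.39 and 2.68 (adjusted p = 0.000503 for each). Single libraries decided part of these values. The OXPHOS NES of ERTU in WT fell to 1.63 without WT CD library 5, and that of ERTU in Gαq to 0.605 without Gαq ERTU library 16, no longer past the threshold. The FAO NES of ERTU in WT fell to 1.58 without WT CD library 4. The interaction NES was -1.23 for OXPHOS (adjusted p = 0.163) and 1.82 for FAO (adjusted p = 0.00316).

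The other list tests disagreed for diet. Under the fry rotation test the adjusted p by diet was 0.326 for OXPHOS and 0.114 for FAO. By genotype both lists held under fry, and neither held under camera with an estimated correlation (0.335 for OXPHOS, 0.0753 for FAO). Camera with a preset correlation of 0.01 changed no call of either list in any comparison. That preset lies far below the mean correlation measured within OXPHOS (0.517) and FAO (0.614), so it is little check on gene permutation. The scores per library were also compared. The OXPHOS score was higher on ERTU by 0.11 in WT (exact permutation p = 0.317) and by 0.07 in Gαq (exact permutation p = 0.571). The FAO score was higher by 0.14 in WT (exact permutation p = 0.317) and by 0.28 in Gαq (exact permutation p = 0.159). In WT the OXPHOS score fell to 0.03 without WT CD library 5 and the FAO score to 0.05 without WT CD library 4. Over both genotypes the effect of diet was 0.09 for OXPHOS (permutation p = 0.187, adjusted 0.441 over the 11 lists) and 0.21 for FAO (permutation p = 0.0456, adjusted 0.167). By genotype the FAO score differed by -0.65 on CD and -0.51 on ERTU (exact permutation p = 0.0159 for each, adjusted 0.0635), and the OXPHOS score by -0.22 (exact permutation p = 0.0635) and -0.27 (exact permutation p = 0.0317). None of the 44 score tests between pairs of groups had an adjusted p under 0.05, and the smallest adjusted value was 0.0635. Of these tests 11 had the smallest possible exact p of 0.0159, and at least 14 would have been needed for an adjusted p under 0.05.

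**Figure D3:**
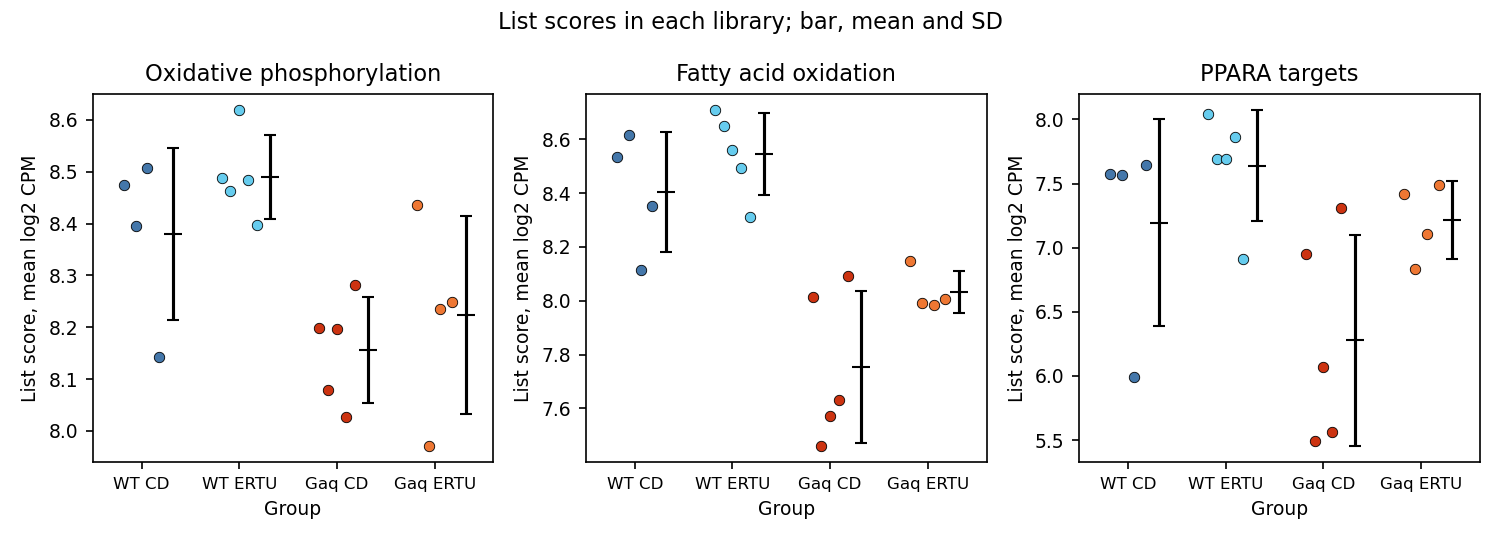
OXPHOS, FAO and PPARA target scores (mean log2 CPM) in each library, with the mean and SD of each group. The mean FAO score is 8.40 in WT CD, 8.55 in WT ERTU, 7.75 in Gαq CD and 8.03 in Gαq ERTU, and libraries of CD and ERTU overlap within each genotype in all 3 panels.

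**Figure D4:**
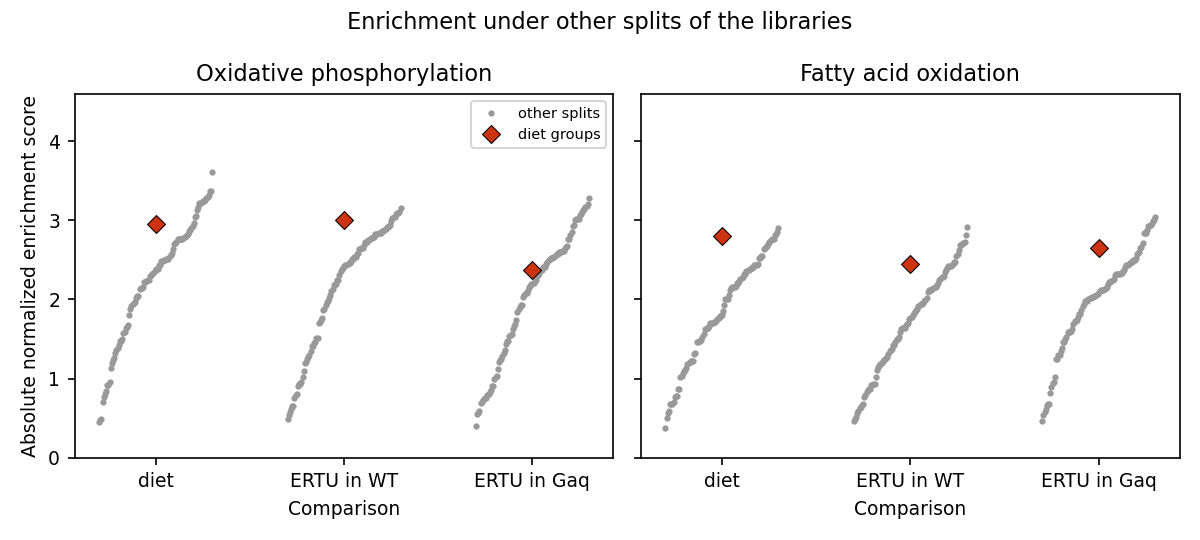
Absolute NES of the OXPHOS and FAO lists for 3 comparisons, with the real diet groups as diamonds and 99 other splits of the same libraries as dots. Other splits reached the real OXPHOS value in each of the comparisons shown.

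The other 9 lists gave 63 tests, of which 44 were past the threshold. Of these 44, 19 were also past it under fry, 6 under camera with an estimated correlation and 42 under camera with a preset correlation of 0.01, under which 2 others passed it too. By genotype the NES was -2.66 for the TCA cycle, -2.58 for the mitochondrial ribosome, -2.24 for PPARA targets, -1.77 for ketone metabolism, -2.04 for antioxidant genes, 2.17 for hypertrophy, 2.47 for fibrosis and 1.88 for the cytosolic ribosome, each past the threshold, and -1.30 for glycolysis, which was not. By diet the NES was 2.58 for PPARA targets, -2.41 for fibrosis, 2.06 for the mitochondrial ribosome, 2.01 for the TCA cycle, 1.99 for the cytosolic ribosome, 1.59 for antioxidant genes and -1.57 for hypertrophy, and ketone metabolism (1.46) and glycolysis (0.841) were not past the threshold. The ketone metabolism score had the smallest permutation p by diet, 0.00731 (adjusted 0.0804).

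The study reports that ERTU reversed the lower expression of OXPHOS and fatty acid metabolism genes in Gαq mice. A wider question was asked here, whether genes that differed in Gαq on CD moved back toward WT on ERTU. Of the 1318 genes that differed in Gαq on CD, 1016 (77.1%) had an ERTU effect in Gαq of the opposite sign. Both comparisons share the Gαq CD libraries, which favours opposite signs even without an effect. Gnaq was also 2.06-fold lower on ERTU than on CD in Gαq hearts, within the spread between libraries (exact permutation p = 0.143). The share was not adjusted for Gnaq, so a part played by the transgene level stays open. In 20 simulations with an unchanged ERTU group the share averaged 63.8% (61.5% to 66.4%). With the Gαq CD libraries divided between the comparisons it averaged 64.6% over 20 divisions (51.5% to 78.7%), where simulations without an effect, added after that share was seen, averaged 49.8% (47.8% to 52.7%). The simulations drew each gene independently, whereas real genes varied together between libraries (mean correlation 0.517 within OXPHOS and 0.614 within FAO). The simulated ranges are therefore too narrow to judge the real share. Among genes not called for Gαq on CD, 61.9% also had opposite signs. Of 100 splits of the Gαq libraries between the diets, the real one included, 6 reached the real share.

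The marker lists were compared between groups in 44 exact tests, which could give an adjusted p under 0.05 only if at least 14 of them had the smallest possible p of 0.0159. It was reached in 3 tests (adjusted p = 0.233), by lymphocyte markers, higher in Gαq on CD and on ERTU, and by fibroblast markers, higher in Gαq on ERTU. In the order Gαq on CD, Gαq on ERTU, ERTU in WT and ERTU in Gαq, the log2 differences were 0.66, 0.74, -0.36 and -0.28 for lymphocytes, 0.68, 0.71, -0.17 and -0.13 for fibroblasts, 0.19, 0.24, -0.19 and -0.14 for macrophages, -0.23, -0.17, -0.00245 and 0.06 for endothelium, -0.17, -0.14, -0.01 and 0.01 for cardiomyocytes, -0.47, 0.27, -0.36 and 0.38 for red blood cells, 0.13, 1.08, 0.10 and 1.05 for fat, 0.43, 2.04, 0.02 and 1.63 for atrium, and 0.37, 0.90, -0.09 and 0.43 for skeletal muscle. In the same order they were -0.05, 0.04, -0.04 and 0.05 for clock genes and 0.07, 0.32, -0.08 and 0.17 for immediate early genes. For ERTU in Gαq, the differences in fat and atrium were within the spread between libraries (exact permutation p = 0.143 and 0.238).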

Values the study reported

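For the effect of diet, corrected for genotype, the study reported 426 gene sets past its threshold. It found 132 of them changed in the same direction in WT animals and 107 in Gαq animals. For ERTU in WT animals it gave a normalized enrichment score of 3.21 for oxidative phosphorylation and 2.44 for fatty acid metabolism.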

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

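All tests in this part were chosen or set down only after the results they measure had been seen, except the enrichment tests of the interaction. Among 176 groups of values tested for a library far from the others, 17 stood out, where chance gives 8.8. Of these, 6 were values of WT CD library 4. The number given with each value is the gap to the nearest library divided by the range of the group.

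In WT CD library 4, Pdk4 was 165 CPM against 3497 to 3973 CPM in the others (0.875). Pank1 (0.960), Ehhadh (0.848), the PPARA target score (0.954) and the ketone metabolism score (0.837) were also low, and Rtn4r was high (0.861). In WT CD library 5, Ndufs4 was low (0.919). A different share of cardiomyocytes was weighed for each library through 10 cardiomyocyte markers. Their median log2 deviation was 0.0683 in WT CD library 4, smaller than the 0.28 seen in another library of the group, which leaves the question open for a single library. In WT CD library 5 it was -0.28, against at most 0.23 in the others, so that a lower share of cardiomyocytes may account for its low Ndufs4. Depth of WT CD library 4 (17122242 counts) lay inside the range of its group. No biological explanation was tested for single libraries.

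In WT ERTU library 15, Myh7 was low (0.860), Bdh1 (0.807) and Rtn4r (0.831) were high, and the total count was low (0.7105). Its cardiomyocyte markers deviated by 0.0573, where another library of the group deviated by 0.41. In Gαq CD library 8, Myh7 was low (0.927) and Nppb high (0.814), with markers at -0.0556 against up to 0.30. In Gαq ERTU library 17, Myh6 (0.878) and the hypertrophy score (0.847) were high, with markers at 0.21 against up to 0.23. In Gαq ERTU library 16, Nppa (0.888) and the FAO score (0.857) were high, with markers at 0.13. In these 4 libraries the markers moved no farther than in other libraries of their group, so the share of cardiomyocytes could not be decided from them.

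The effect of ERTU differed between genotypes by enrichment for 4 lists, FAO (interaction NES 1.82), the mitochondrial ribosome (-2.22), glycolysis (-1.72) and PPARA targets (1.91). Other splits of the libraries gave values as large in 52 of 100 splits for FAO, 43 of 100 for the mitochondrial ribosome, 39 of 100 for glycolysis and 27 of 100 for PPARA targets. The score tests of the interaction had permutation p-values from 0.4005 to 0.534 for these lists. Chance differences between libraries are therefore enough to give such values.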

How the results depend on the processing

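The alternatives here were fixed before the data were examined, and the simulation for divided Gαq CD libraries was the one test chosen only after its result was seen. No paired analysis was possible because the columns carry no number shared between the groups, and the planned fits with a replicate number were not run.

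Size factors and the filters kept the gene counts by genotype, Gαq on CD and Gαq on ERTU within 1.5 times the reported counts. Genes by diet numbered 2 under DESeq2. ERTU in Gαq gave 0 genes with no filter, 0 with only the 2 groups compared and 4 under DESeq2. Gαq on ERTU gave 2755 genes under voom. The cause was not tested.

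For the lists, fry gave adjusted p-values for OXPHOS of 0.326 by diet, 0.418 for ERTU in WT, 0.586 for ERTU in Gαq and 0.0521 for Gαq on CD, and for FAO of 0.114 by diet, 0.464 for ERTU in WT, 0.170 for ERTU in Gαq and 0.679 for the interaction. Camera with an estimated correlation gave, for OXPHOS, 0.335 by genotype, 0.410 by diet, 0.371 for ERTU in WT, 0.681 for ERTU in Gαq, 0.371 for Gαq on CD and 0.335 for Gαq on ERTU, and for FAO 0.0753 by genotype, 0.260 by diet, 0.405 for ERTU in WT, 0.328 for ERTU in Gαq, 0.0753 for Gαq on CD, 0.171 for Gαq on ERTU and 0.660 for the interaction. Both use the correlation between genes, which gene permutation does not. Camera with a preset correlation of 0.01, far below the correlation measured within either list, changed no OXPHOS or FAO call. The FAO interaction had an NES of 1.20 with the Reactome set. Of the 44 other list tests past the threshold, 19 were past it under fry, 6 under camera with an estimated correlation and 42 with the preset one. The OXPHOS score of Gαq on ERTU was -0.21 by medians (exact permutation p = 0.143). Of the single genes named here, results changed under these alternatives 6 times, 2 weaker and 4 stronger. In the fits that left out 1 library, results of single genes became weaker 26 times and stronger 8 times.

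Leaving out 1 library in each of 18 fits gave 2812 to 3458 genes by genotype, 788 (without WT CD library 1) to 1414 for Gαq on CD, 946 to 1696 for Gαq on ERTU and from 0 to 0 for ERTU in Gαq. Without WT CD library 2, Gαq on CD gave 851. At an unadjusted p under 0.05, genes by diet ran from 820 (without Gαq CD library 7) to 1964 (without WT ERTU library 15). For ERTU in Gαq they ran from 641 (without Gαq CD library 7) to 2160 (without Gαq CD library 10). With all libraries, chance would give 813.5, so the excess over chance depended on single libraries. The NES of OXPHOS ran from -2.96 to -2.74 by genotype, 2.34 to 3.33 by diet, 1.63 to 3.26 for ERTU in WT, 0.605 (without Gαq ERTU library 16) to 2.89 for ERTU in Gαq, -3.04 to -2.51 for Gαq on CD and -2.99 to -2.57 for Gαq on ERTU. Its interaction ran from -2.39 to 1.68 and changed direction without WT CD library 5 (1.68), Gαq CD library 10 (0.548), WT ERTU library 13 (0.497) and Gαq ERTU library 17 (1.501). The OXPHOS interaction changed in direction or in call in 11 of the 18 fits. The NES of FAO ran from -2.84 to -2.73 by genotype, 2.62 to 3.07 by diet, 1.58 to 2.61 for ERTU in WT, 2.505 to 2.83 for ERTU in Gαq, -3.02 to -2.75 for Gαq on CD, -2.82 to -2.72 for Gαq on ERTU and 0.703 to 2.36 for the interaction. The FAO interaction was no longer past the threshold in 7 of the 18 fits.

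Over the 9 fits of each score, the OXPHOS score ran from 0.03 to 0.16 for ERTU in WT, from -0.00427 (without Gαq ERTU library 16) to 0.15 for ERTU in Gαq, from -0.30 to -0.18 for Gαq on CD and from -0.34 to -0.18 for Gαq on ERTU. The FAO score ran from 0.05 (without WT CD library 4) to 0.21 for ERTU in WT, 0.20 to 0.36 for ERTU in Gαq, -0.75 to -0.58 for Gαq on CD and -0.57 to -0.47 for Gαq on ERTU. The opposite-sign share ran from 72.9% to 83.0%, and was 75.3% with genes changed at least 2-fold and 77.2% with genes called by DESeq2.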

Other observations

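All tests in this part were chosen or set down only after the results they measure had been seen, except those of the 4 other atrial genes, which were set down before.

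Counts of genes were compared with other splits of the same libraries. By genotype 1 of 100 splits, the real one, gave as many genes, and the same held for Gαq on CD (1 of 100) and Gαq on ERTU (1 of 100), although other splits reached 2296, 755 and 1210 genes. Such splits leave WT and Gαq unevenly shared between the groups, so they carry part of the real difference. Where the share of Gαq libraries in the groups differed least (by 0.1), at most 3, 0 and 0 genes were called. For ERTU in Gαq, 3 of 100 splits gave at least 1 gene. For diet, ERTU in WT and the interaction, where 0 genes were called, 100 of 100 splits gave as many. At an unadjusted p under 0.05 as many genes were reached in 15, 88 and 88 of the 100 splits. For ERTU in Gαq, the 1240 genes at that level were reached in 16 of 100.

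The enrichment scores of the lists were counted in the same splits. For OXPHOS, splits with an absolute NES at least as large numbered 27 by genotype, 18 by diet, 9 for ERTU in WT, 43 for ERTU in Gαq, 30 for Gαq on CD, 35 for Gαq on ERTU and 81 for the interaction, each of 100. For FAO they numbered 18, 5, 13, 14, 16, 10 and 52 in the same order, and for PPARA targets 22, 4, 10, 3, 19, 23 and 27. By genotype these counts are no reference without an effect, for the reason given above, and the same would hold for diet if it had an effect. Among the most even splits, the OXPHOS value was reached in 5 of 22 by genotype, 4 of 22 by diet, 4 of 47 for ERTU in WT, 21 of 49 for ERTU in Gαq, 13 of 47 for Gαq on CD, 11 of 49 for Gαq on ERTU and 16 of 22 for the interaction. The FAO value was reached in 0, 0, 6, 5, 1, 0 and 8 of them and the PPARA target value in 1, 0, 2, 1, 6, 6 and 3. In these splits the real difference adds to the spread within groups, so they are no clean reference either. The share of genes with opposite signs was reached in 6 of 100 splits. A candidate explanation of large scores in other splits is that the genes of a list vary together. After genotype and diet were removed, the mean correlation between genes was 0.517 within OXPHOS and 0.614 within FAO, against 0.000658 and 0.000447 in random lists. Gene permutation ignores this correlation.

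Other explanations of the higher lists on ERTU were tested. Random lists matched for gene length, GC content and expression reached the OXPHOS median in 2 of 10000 draws and the FAO median in 0 of 10000. The genes of these random lists do not vary together, so their spread is too narrow for the comparison. Their medians averaged 0.0604 for OXPHOS and 0.0353 for FAO against 0.0927 and 0.166 in the real lists, and a part played by these properties stays open. With the cardiomyocyte marker mean as a covariate the NES by diet was 3.01 for OXPHOS and 2.96 for FAO, which argues against a difference in cardiomyocyte share. Fat and atrium markers were not used as covariates. For ERTU in Gαq they differed by 1.05 and 1.63 (log2), within the spread between libraries, so other differences in tissue stay open. With log2 Pdk4 as a covariate the NES by diet was 2.79 for OXPHOS, still past the threshold, and 1.35 for FAO, no longer past it. Pdk4 was at most 261 CPM in 4 libraries, all on CD (WT CD library 4 and Gαq CD libraries 7, 8 and 9), and at least 1306 CPM in the other 14. For FAO, an effect of ERTU and a nutritional state that differed between the diets cannot be told apart, since no library on ERTU had low Pdk4.

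A nutritional state at the time of tissue collection may also vary within groups. Over the 14 libraries above the gap in Pdk4, with group means removed, the PPARA target score and a score of 16 other genes that respond to fasting had r = 0.713 (permutation p = 0.00406, adjusted 0.0106 over 19 relations) and rho = 0.609 (permutation p = 0.0234, adjusted 0.0440). Without the 2 most extreme libraries r was 0.472, so the relation rests in part on them and stays open. The 4 libraries below the gap in Pdk4 were not part of this test. Their scores of the 16 fasting genes were 5.71 to 6.13, against at least 6.38 in the other 14.

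Gnaq varied from 1639 to 11661 CPM among Gαq CD libraries. With diet means removed, log2 Gnaq in the 9 Gαq libraries was related to the PPARA target score (r = -0.836, exact permutation p = 0.00556, adjusted 0.0106, rho = -0.783, p = 0.0111, adjusted 0.0264, r = -0.628 without the 2 most extreme libraries). For the OXPHOS score (r = -0.703, exact permutation p = 0.00521, adjusted 0.0106, rho = -0.733, p = 0.0368, adjusted 0.0583) and the FAO score (r = -0.751, exact permutation p = 0.0274, adjusted 0.0409, rho = -0.617, p = 0.0892, adjusted 0.113) only r passed the adjustment, and r without the 2 most extreme libraries was -0.784 and -0.528, which leaves these relations open. For the hypertrophy score r was 0.531 (exact permutation p = 0.0674, adjusted 0.0800), rho was 0.717 (p = 0.0434, adjusted 0.0589) and r without the 2 most extreme libraries was 0.652, which leaves it open too. Without removing diet means r was -0.886, -0.708, -0.827 and 0.671 for PPARA targets, OXPHOS, FAO and hypertrophy. A transgene level that sets the PPARA target score is a candidate explanation. The direction of the relation was not tested, and a state that changes both would give the same values. The Gαq libraries highest in Gnaq, Gαq CD libraries 7, 8 and 9 (8036 to 11661 CPM), were also those with low Pdk4. WT CD library 4, without the transgene, had low Pdk4 and a PPARA target score of 5.99 too. The relation was therefore not separated from the state with low Pdk4.

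In WT libraries Gnaq ranged over 5.05-fold, from 45.5 to 230 CPM. Reads carried over from Gαq libraries might give such a range if 3.30% of a Gαq library were carried over. The median scaled slope of 85 other genes high in Gαq on Gnaq across WT libraries was -1.13, where carry-over predicts 1, but relabelled libraries gave -2.002 to 1.67, so the test was too weak to decide.

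The atrial genes Myl7, Sln and Myl4 varied between libraries of every group, Myl7 from 0 to 138 CPM in Gαq CD. Myl7 and Sln had r = 0.979 in WT and 0.971 in Gαq libraries (exact permutation p = 1.38e-05 and 8.27e-05). Atrial tissue in some samples is a candidate explanation. The mean of 4 other atrial genes (Sbk2, Kcnj3, Nr2f1 and Tbx5), which ventricle also expresses, rose with Myl7 in Gαq libraries (r = 0.715, exact permutation p = 0.0280, adjusted 0.0409, rho = 0.783, p = 0.0172, adjusted 0.0364, r = 0.664 without the 2 most extreme libraries). In WT libraries it did not (r = 0.322, exact permutation p = 0.386). Myl7 showed no relation to Nppa in WT or Gαq libraries (r = 0.152 and -0.141). It did rise with the fat marker score, in WT libraries (r = 0.885, exact permutation p = 0.00552, adjusted 0.0106, rho = 0.967, p = 0.000165, adjusted 0.00105) and in Gαq libraries (r = 0.858, exact permutation p = 0.00336, adjusted 0.0106, rho = 0.817, p = 0.0108, adjusted 0.0264). Without the 2 most extreme libraries r was 0.818 and 0.611. A source other than atrium therefore stays open.

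Themis2 was lower in Gαq ERTU. Fewer macrophages might lower it, and 8 macrophage markers differed by -0.14 (exact permutation p = 0.444). As Themis2 was singled out as the most changed gene, this does not decide the question.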
